A study of Homo sapiens with 12 samples. Its data were reported in "Targeting of epigenetic co-dependencies enhances anti-AML efficacy of Menin inhibitor in AML with MLL1-r or mutant NPM1" (2023).

How the data were processed

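Bulk ATAC-seq had been done on cryopreserved cells of MOLM13, MV4-11 and OCI-AML3, as control and after 16 h with 500 nM VTP50469, with 2 libraries in each of 6 groups. Per the labels, the authors processed paired-end reads with bcl2fastq 2.17, Trimmomatic 0.33, Bowtie 1.1.2, MACS2 2.1.0 and deepTools on hg38, whereas the supplementary methods of the paper name another aligner. The peak threshold, the shift of read ends and the handling of duplicates are not stated. The deposited lists hold peaks called by MACS2 in each library separately, not on pooled libraries. Per peak, the authors' score is the whole part of 10 times the −log10 q. The deposited ratio is the fold enrichment of the reads over the summit against the local background of the same library. The deposited −log10 p and −log10 q are those of the summit within the library, and the deposited summit offset is a distance in bp from the peak start. The lowest −log10 q of every list stood for a q of 0.05. No value had been normalised between libraries. The build was checked by peak ends past the GRCh37 lengths of chromosomes 17 and 20, and positions are given as in the lists.

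Sequencing totals are not in the lists. The reads over each summit were recovered as the whole number that satisfied both the fold, with a pseudocount of 1 read, and the Poisson −log10 p within a tolerance of 0.001, which held for at least 99.986% of the peaks of a library. The smallest number of summit reads with which a peak was called was 4 or 5, so weaker sites could not be seen at this depth, and a region without a peak is one that was not called and need not be closed. Such reads are not independent molecules.

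Peaks on chromosomes 1 to 22 and X were used. Overlapping peaks (at least 1 bp) of the 4 libraries of a line were merged into regions, and a region was lost when called in both controls and in neither treated library and gained in the reverse case. The excess of lost and gained regions was the log2 ratio to the mean count of the 3 splits of the 4 libraries into pairs, summed over lines and tested against the 27 combined splits (exact permutation test, one-sided). Gene positions came from RefSeq on GRCh38, with the strand taken from GENCODE by identifier or symbol for 38878 of 59084 genes, and 24216 start sites of protein-coding and lncRNA genes with a strand defined promoters (1 kb on either side). A locus was the gene body with 5 kb on each side. Regions were named for the gene whose locus holds them, promoter before body and protein-coding before others, or else for the nearest start site.

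Gene lists were 15, with 162 genes in all: MLL1 and MLL fusion targets, HOXA cluster, HOXB cluster, monocyte and granulocyte differentiation, primary granule genes, stem and progenitor genes, AP-1 and immediate early genes, interferon response, TNF and NF-kappaB response, MYC targets and ribosome biogenesis, Wnt and beta-catenin targets, housekeeping genes, and markers of T cells, B cells and erythroid cells. Of the MLL targets, MEIS1, MEF2C, FLT3, PBX3, CDK6, LAMP5, SENP6, JMJD1C, MYB, MYC and TCF4, and of the HOXA genes HOXA9, are also loci that the study described with its ATAC-seq data, and others may be, so their direction is not independent evidence. Each list was compared between lost or gained regions and regions called in 1 control and 1 treated library of the same line, summed over lines (Fisher's exact test, two-sided, Benjamini-Hochberg over 30 tests). The share of called peaks in a list's loci was compared by an exact permutation test within lines (216 directed splits, two-sided, 15 tests). Library measures were tested in the same way.

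For strength, the fold of the strongest peak of each region called in all libraries was ranked within its library, turned into normal scores and tested with limma 3.58.1 (moderated, two-sided, Benjamini-Hochberg), in each line, over the 3 lines as the mean of their shifts, and between lines as the difference of their shifts. Lists were tested with camera of limma with a preset correlation of 0.01 and with an estimated one, and also by adjustment over the list alone. Regions lost or gained in more than 1 line were counted after merging the regions of the lines. Tests were tried on simulated data: with no shift, 0 regions were called in any fit, and with 200 planted shifts per fit there were 13, 16 and 5 false calls in MOLM13, MV4-11 and OCI-AML3 and 11 over the 3 lines. Of 600 planted losses 603 regions were counted, the planted list being the 1 that passed. These losses were all placed in the loci of the MLL target list, where the real data held 7, 27 and 11 lost regions in MOLM13, MV4-11 and OCI-AML3. That checks the counting and says nothing of the power at an excess as small as the real one.

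The lists, tests, alternatives and the rule for named genes were fixed before the data were examined. The rule took every gene of the MLL target and differentiation lists whose locus held a lost or gained region, with MEIS1, HOXA9, PBX3, MEF2C, FLT3, CDK6, JMJD1C, SENP6, LAMP5, MYB, TCF4, ITGAM, ITGAX, CD86 and LY96 in any case. It also took the 5 lost and 5 gained regions per line with the highest lower −log10 q, the 10 regions of smallest adjusted p in each direction over the 3 lines and 5 in each line, and up to 10 regions lost or gained in all 3 lines. Genes of other lists were named as examples after their values were seen. Alternatives were a −log10 q of at least 5, equal numbers of peaks per library, summits with 100 bp on either side, regions covered to 50% or more, loci with 50 kb on each side or start sites with 5 kb on either side, the −log10 p or quantile-normalised log2 fold in place of normal scores, only regions of higher mean rank, the replicate number as a block, and leaving out each library or line. Limma on the recovered reads was added after the data were seen. Where leaving out a library left a group with 1, that library was taken to vary like the other groups.

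The motif comparison that had been planned, with its alternatives, was not run, since no GRCh38 sequence was at hand. Gene expression, ChIP and patient cells of the study were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and R 4.3.3 were used.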

Results

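Open chromatin was measured by bulk ATAC-seq, in which the transposase Tn5 inserts sequencing adapters into accessible DNA, in 3 human acute myeloid leukaemia lines. MOLM13 and MV4-11 carry a rearranged MLL1 (KMT2A), a histone methyltransferase that the rearrangement joins to another protein, and OCI-AML3 carries mutant NPM1, a nucleolar protein. Control cells of each line were set against cells given 500 nM VTP50469 for 16 h, a compound that blocks the binding of menin, a chromatin adaptor, to MLL1. Each of the 6 groups held 2 libraries, 12 in all, and each library came with its own list of called peaks on hg38. The lists held 1200433 peaks, of which 956 lay outside chromosomes 1 to 22 and X and were not used here.

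Libraries of different lines had less open chromatin in common than control and treated libraries of the same line. The share of covered bases that a pair of libraries had in common had a median of 0.474 for replicates (6 pairs, 0.426 to 0.553), 0.466 for control against treated libraries of a line (12 pairs, 0.409 to 0.537), and 0.353 for libraries of different lines (48 pairs, 0.272 to 0.434). The MOLM13 controls held 79373 and 92144 peaks and the treated libraries 95561 and 103034. In MV4-11 the controls held 125436 and 132149 and the treated libraries 115689 and 145364. In OCI-AML3 the controls held 70454 and 94529 and the treated libraries 77074 and 68670. The peaks of a library covered between 15.2 and 36.8 Mb, and promoters, taken as 1 kb on either side of a transcription start site, held between 11.5% and 22% of them. The reads over a peak summit, recovered from the authors' fold and p, had a median between 9 and 13, and the background held between 0.435 and 0.682 reads per position. Sequencing totals are unknown, so no interval that needs them was computed. The mean over lines of the treated minus control difference passed for none of 7 such library measures (exact permutation test within lines, two-sided, peak number p = 0.796, smallest p of the 7 measures 0.167, smallest adjusted p 0.648). Opposite differences cancel in that mean: peak number differed by 13539 in MOLM13 and by −9619.5 in OCI-AML3. In MOLM13 both treated libraries lay above both controls in peak number, covered bases and background reads (0.541 and 0.514 against 0.435 and 0.483). In the other lines these measures overlapped. The test therefore cannot exclude an imbalance within a line. Nothing in the labels says that replicates were separate cultures, so the p-values of permutation tests and limma measure the spread between these libraries alone. Fisher's exact tests take regions as independent units, and no spread between libraries enters their p-values. For the MLL target list, 1 split that mixed control and treated libraries gave a Fisher p of 0.00279, below the 0.0395 of the real split.

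The first comparison asked where VTP50469 opened or closed chromatin in each line. A region called in both controls and in neither treated library is named lost, and one called in both treated libraries and in neither control is named gained. MOLM13 had 2204 lost and 5459 gained regions, MV4-11 had 5706 lost and 3990 gained, and OCI-AML3 had 4076 lost and 2091 gained. They lay mostly away from promoters. Of the lost regions of MOLM13, MV4-11 and OCI-AML3, 8.71%, 4.68% and 9.72% lay at a promoter, and of the gained regions 5.86%, 4.79% and 8.08%. The shares were 25.3%, 16.7% and 33.2% among the regions called in all 4 libraries of the line. The median highest −log10 q of lost and gained regions ran from 4.71 to 5.76, where regions called in all 4 libraries had medians from 15.6 to 17.7. Regions called in 1 control and 1 treated library were alike in both, with 7.02%, 5.41% and 9.81% at promoters and medians of 4.72, 5.21 and 4.88.

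The strongest lost regions, ranked by the lower of the −log10 q of both libraries, were mostly inside genes. In MOLM13 the first was in DEF6, a guanine nucleotide exchange factor of immune cells (chromosome 6, 35299802 to 35300005, −log10 q 9.08 and 10.6), followed by regions in TENT4B and MAGI3 and near KCNAB1 and LMO4, a transcriptional cofactor. In MV4-11 it was in NGDN (chromosome 14, 23478441 to 23478559, −log10 q 17.2 and 17.7), followed by regions near or in CHD6, TP53INP2, VWC2 and MYO10, an unconventional myosin. In OCI-AML3 it was in ST7L (chromosome 1, 112607193 to 112607466, −log10 q 13.4 and 15.4), followed by regions near LINC00533 and in MTF1, a metal-responsive transcription factor, and TIMP2, an inhibitor of metalloproteinases. The strongest gained regions of MOLM13 all lay between genes, nearest to HIPK3, a protein kinase (chromosome 11, 33227895 to 33228172, −log10 q 14.6 and 15.1), KLHL6, FRY-AS1, AMMECR1 and LINC02235. In MV4-11 they lay near LINC02899 (chromosome 5, 24277827 to 24277937, −log10 q 14.9 and 15.3), LINC02572 and CCL18, a macrophage chemokine, and in TANC2 and ARMH3. In OCI-AML3 they lay in NAV2 (chromosome 11, 19374362 to 19374539, −log10 q 12.4 and 15), in PDGFD, a growth factor, in ASAP1 and ENTREP2, and near TRH, the thyrotropin-releasing hormone gene.

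In each line the treatment parted more regions than the other 2 ways of splitting the same 4 libraries into pairs. Lost and gained regions together came to 7663 in MOLM13, 9696 in MV4-11 and 6167 in OCI-AML3, where the other splits gave 6020 to 6961, 7786 to 8750 and 5316 to 5698, as the plot of split counts by line shows. The ratio to the mean of the other splits was 1.18, 1.17 and 1.12. The excess, as the log2 ratio to the mean of the 3 splits summed over lines, was 0.41, the highest of 27 combined splits (exact permutation test, one-sided, p = 0.037, the smallest this design allows). The treatment split was the highest in 3 of 3 lines. Among peaks with a −log10 q of at least 5 the excess was 0.55, below the 0.58 of 1 other split (exact permutation test, one-sided, p = 0.0741). Within 1 line the smallest p is 0.333, so no single region could be called by presence alone, and by chance 1 in 3 regions that part the libraries into pairs follows the treatment.

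**Figure D1:**
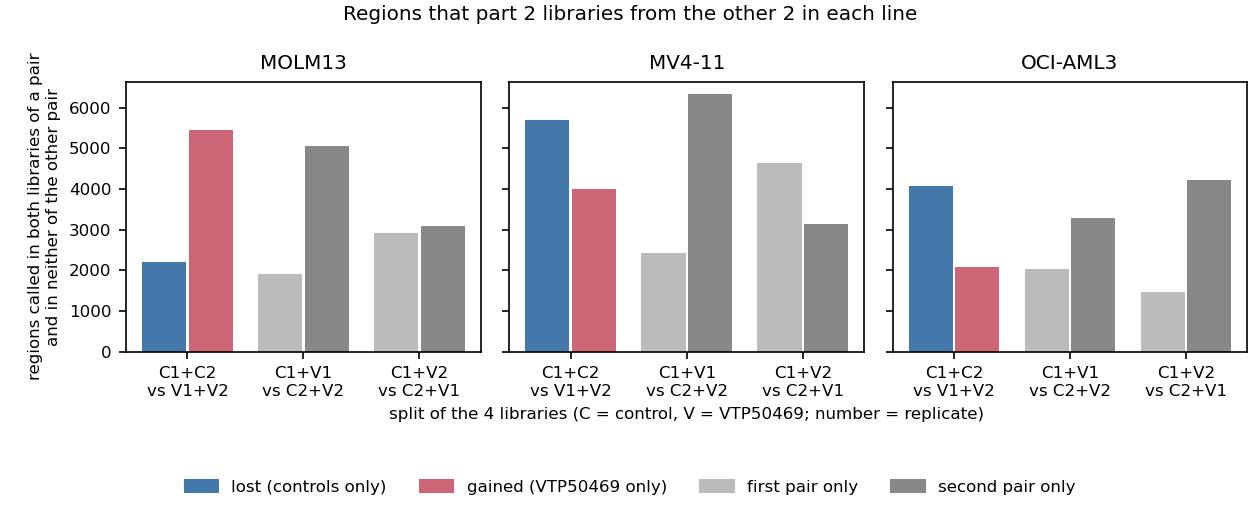
Number of regions (y axis) called in both libraries of a pair and in neither of the other pair, for the 3 splits of the 4 libraries of each line (x axis), with the lost regions in blue, the gained regions in red and other splits in grey. The split by treatment holds the most regions in each line, 7663 in MOLM13, 9696 in MV4-11 and 6167 in OCI-AML3.

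The second comparison asked whether the loci that MLL1 and its fusions are known to bind lost open chromatin. At MEIS1, a HOX cofactor and a main target of MLL fusions, 5 regions were lost and 1 was gained, counted by line and all inside the gene. In MOLM13 the lost region lay 9.14 kb into the gene (chromosome 2, 66444017 to 66444338, −log10 q 5.79 and 7.45), and OCI-AML3 lost an overlapping region (66443962 to 66444147, −log10 q 2.03 and 2.42). MV4-11 lost a region at 66496076 to 66496316 (−log10 q 2.51 and 13.3) and another at 66539547 to 66539723 (9.70 and 11.0). OCI-AML3 also lost 66477156 to 66477316 and gained 66445988 to 66446121.

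**Figure D2:**
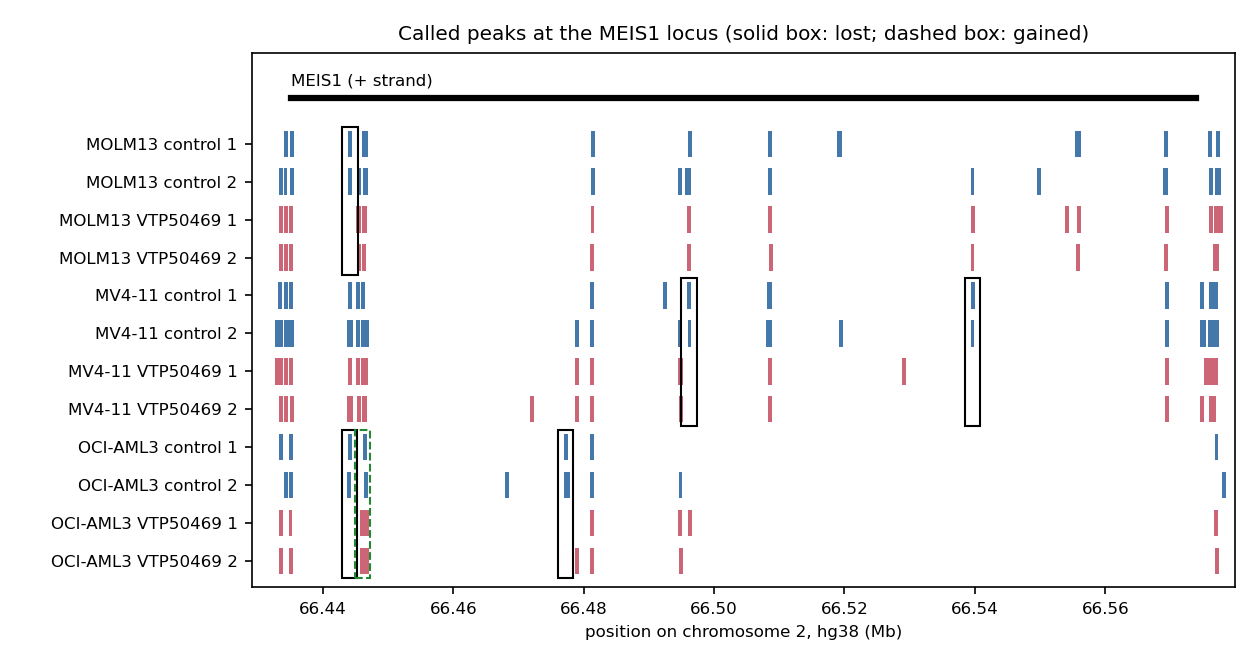
Called peaks of the 12 libraries (1 track each) along the MEIS1 locus on chromosome 2 (x axis, hg38, Mb), control in blue and treated in red, with short peaks widened so that they stay visible, the gene as a black bar, and lost regions in solid and gained regions in dashed boxes. The lost region at 66444017 to 66444338 in MOLM13 overlaps 1 lost in OCI-AML3, and MV4-11 holds peaks there in all 4 libraries.

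Of the 20 MLL target genes, 18 held a lost or gained region in at least 1 line, 17 of them a lost one and 14 a gained one. In MV4-11 the list had 27 lost and 6 gained regions. FLT3, a receptor tyrosine kinase, had 3 lost (1 at chromosome 13, 28001943 to 28002543, −log10 q 6.32 and 8.67), SATB1, a chromatin organiser, had 4, and TCF4, a basic helix-loop-helix factor, had 3. The HOX partner PBX3, the transcription factors MEF2C and RUNX2 and the repressor ZEB2 had 2 lost each, as had RUNX1, a core haematopoietic factor, and ZEB2 and RUNX1 had 1 gained each. CDK6, a cell cycle kinase, MYB, a progenitor transcription factor, EYA1, JMJD1C and BCL2, an inhibitor of apoptosis, had 1 lost each. JMJD1C also had 1 gained, BCL2 had 2, and IGF2BP2, an RNA-binding protein, had 1. In OCI-AML3 the list had 11 lost and 4 gained regions. They included 1 lost in LAMP5 (chromosome 20, 9523579 to 9523883, −log10 q 5.59 and 8.17). TCF4 had 3 lost and 1 gained, the strongest lost at chromosome 18, 55381395 to 55381539 (−log10 q 7.06 and 10.7). BCL2 had 2 lost and 1 gained, FLT3, JMJD1C and ZEB2 had 1 lost each, and MYB had 1 gained. In MOLM13 the list had 7 lost and 12 gained regions. MEIS1, MYC, a driver of cell growth, and BCL2 had 1 lost and none gained. CDK6 and MEF2C had 1 lost and 2 gained, SENP6, a SUMO protease, and EYA1 had 1 of each, RUNX1 had 2 gained, and PBX3, JMJD1C, TCF4 and SATB1 had 1 gained.

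Over the 3 lines, 45 of 11986 lost regions and 22 of 11540 gained regions lay in MLL target loci, against 104 of the 40531 regions called in 1 control and 1 treated library. The odds ratio was 1.46 for lost regions (Fisher's exact test, two-sided, p = 0.0395, adjusted p = 0.783 over 15 lists in 30 tests) and 0.742 for gained regions (p = 0.237), so the list did not pass. Several of its genes are loci that the study described from these libraries, so their direction is not independent evidence. With loci taken as 5 kb on either side of the start site, the log2 odds ratio for lost regions turned to −0.12. Called peaks in these loci made up 32.4 and 28.8 per 10000 peaks in the MOLM13 controls and 28.9 and 27.2 in its treated libraries. The values were 26.7 and 30.1 against 24.0 and 24.0 in MV4-11, and 25.8 and 23.5 against 23.4 and 25 in OCI-AML3. The mean difference was −2.46 per 10000, lower in 5 of 6 numbered pairs (exact permutation test within lines, two-sided, p = 0.037, adjusted p = 0.347 over 15 lists, smallest possible p 0.00926). Among peaks with a −log10 q of at least 5 it was 0.0946. The plot of the share of peaks in MLL target loci gives each library.

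**Figure D3:**
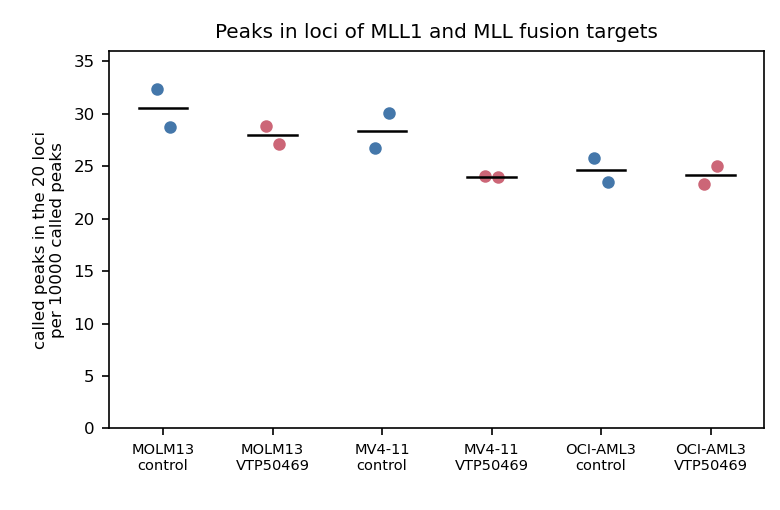
Called peaks in the loci of the 20 MLL1 and MLL fusion target genes per 10000 called peaks (y axis) in each library (points) by line and treatment (x axis), with the mean of each group of 2 as a bar. The treated mean minus the control mean is −2.54 in MOLM13, −4.39 in MV4-11 and −0.458 in OCI-AML3.

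Myeloid differentiation genes held 9 lost and 12 gained regions in 14 of their 20 loci, 7 genes with a lost region and 10 with a gained one. In MOLM13 the 6 gained regions lay at the promoter of S100A9, a calcium-binding protein of granulocytes and monocytes, in MNDA, a nuclear protein of myeloid cells (chromosome 1, 158833380 to 158833548, −log10 q 6.39 and 7.93), at FCN1, a lectin of monocytes, near the transcription factor CEBPD, and at 2 sites in the scavenger receptor CD36. A region at LY96, the partner of the lipopolysaccharide receptor, was lost. In MV4-11 gained regions lay in ITGAM (CD11b; chromosome 16, 31299095 to 31299234, −log10 q 5.92 and 7.11), at LYZ, the lysozyme gene, at the CD68 promoter and at CSF1R, S100A8 and S100A9. Lost regions of MV4-11 included those in ITGAX (CD11c; chromosome 16, 31365129 to 31365426, −log10 q 9.58 and 17.8), CSF1R, the receptor of macrophage colony-stimulating factor, IRF8, a monocyte transcription factor, and CD36. OCI-AML3 had no gained region in the list and lost 1 each at CSF1R, the S100A9 promoter and IRF8. CD86, a costimulatory receptor, held neither kind. The odds ratio was 1.05 for lost (p = 0.848) and 1.45 for gained regions (Fisher's exact test, two-sided, p = 0.263).

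The HOXA genes, which set progenitor identity in these leukaemias, held 3 lost and 3 gained regions, odds ratios 1.01 and 1.05. MOLM13 lost a region upstream of HOXA9 (chromosome 7, 27168359 to 27168447, −log10 q 2.62 and 3.56). OCI-AML3 gained a region at HOXA9 (27161397 to 27161495, −log10 q 4.26 and 4.56) and 1 at HOXA3. It lost 1 at the HOXA2 promoter, where MV4-11 gained 1, and 1 at HOXA13. The HOXB genes held 4 lost regions and none gained, at HOXB7 (promoter, chromosome 17, 48610573 to 48610714), HOXB8 (48618660 to 48618856) and HOXB9 (48625111 to 48625290) in OCI-AML3 and at the HOXB13 promoter in MV4-11. Their odds ratio was 4.51 for lost regions (Fisher's exact test, two-sided, p = 0.0522, adjusted p = 0.783). Stem and progenitor genes held 12 lost and 7 gained regions (odds ratios 1.27 and 0.768), among them MSI2, an RNA-binding protein of stem cells, with 4 lost, counted by line, and none gained. Primary granule genes held 2 and 2, the lost ones at the ELANE promoter, which also falls in the PRTN3 locus, and at AZU1, all in OCI-AML3. Wnt targets held 6 and 4. B cell markers held 4 and 7, MYC targets 3 and 4, housekeeping genes 2 and 6, and T cell markers 1 and 3. AP-1 genes held 1 and 2, interferon genes 0 and 2, TNF response genes 0 and 1, and erythroid markers 2 and 0. None of the 30 tests passed at an adjusted p of 0.05 (smallest unadjusted p 0.0395).

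The third comparison asked which open regions gained or lost strength, by the rank of each peak's fold enrichment, the authors' own value, within its library. In MOLM13 the lowest region was in PARD3, a cell polarity gene, with a shift of −2.55 (SE 0.46) on the scale of normal scores, and the highest was in PLBD1-AS1, at 2.86 (SE 0.43), where the fold was 4.76 to 5.39 in the controls and 14.5 to 16.9 in the treated libraries. In MV4-11 the lowest by p was near LINC01707, at −2.57 (SE 0.39), with a fold of 13.2 to 13.9 in the controls and 4.57 to 4.73 in the treated libraries, and the highest was in MED12L, at 2.24 (SE 0.39). In OCI-AML3 the lowest was next to REEP4, at −2.73 (SE 0.48), and the highest was near CBFB, the partner of RUNX1, at 2.35 (SE 0.47). The next lower regions lay at NALF1, COP1-DT, SLC37A3 and MAPRE1 in MOLM13, at ZFP1, ITGA6, an integrin of progenitors, GRIK4 and KCNG1 in MV4-11, and at PURPL, PDC, TM9SF3 and ANGEL2 in OCI-AML3. The next higher lay at SLC9A9, RYR3, LINC00293 and PPDPFL in MOLM13, at PLEKHG5, SNTG1, MTUS1 and WNT8B in MV4-11, and at ITGA11, OR1K1, ALDH1A1 and ZNF608 in OCI-AML3.

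None of these passed limma's test. Of 41518, 70124 and 30982 regions called in all 4 libraries of MOLM13, MV4-11 and OCI-AML3, 0, 0 and 0 passed (smallest adjusted p 0.878, 0.739 and 0.82). At an unadjusted p of 0.05, 1098 regions were lower and 1231 higher in MOLM13, 2519 and 2094 in MV4-11, and 877 and 920 in OCI-AML3. With limma on the recovered reads over each summit, a value chosen after the data were seen, 2, 4 and 0 regions passed. The balance at an unadjusted p of 0.05 then reversed, to 1708 lower and 990 higher in MOLM13 and to 2409 and 3201 in MV4-11. In simulated data of the same size the test recovered 48, 49 and 43 of 50 regions shifted by 3, 20, 31 and 22 of 50 shifted by 2, and 1, 0 and 0 of 50 shifted by 1, beside 13, 16 and 5 false calls in all.

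Among the promoters of 41 named genes, JMJD1C, a histone demethylase family member, and MNDA had the smallest p. Of these genes, 28, 30 and 28 had a promoter peak in all 4 libraries of MOLM13, MV4-11 and OCI-AML3, none passed over all regions, and 2, 2 and 1 had an unadjusted p under 0.05. These were JMJD1C at −1.54 (SE 0.44, adjusted p = 0.878) in MOLM13 and 1.18 (SE 0.45, adjusted p = 0.739) in MV4-11, ITGAM at 1.28 (SE 0.54) in MOLM13, MNDA at 1.64 (SE 0.47) in MV4-11, and IRF8 at −1.08 (SE 0.48) in OCI-AML3. The MEIS1 promoter was at −0.63 (SE 0.51) in MOLM13, −0.32 (SE 0.39) in MV4-11 and 0.0013 (SE 0.50) in OCI-AML3. Over the regions of a list in 1 line, 3 passed when adjusted over the list alone. These were the promoter of IFIT3, an antiviral interferon target, in MV4-11 (2.2, SE 0.46, adjusted p = 0.0249), a region near MPO, the myeloperoxidase of granules, in OCI-AML3 (−1.74, SE 0.49, adjusted p = 0.0171), and the promoter of UBE4A within the CD3G locus in OCI-AML3 (2.35, SE 0.68, adjusted p = 0.0184).

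The fourth comparison took the 3 lines together, over 23338 regions called in all 12 libraries. A region in MSI2 (chromosome 17, 57422602 to 57423097) was lower in the treated libraries of every line, with both treated libraries below both controls in 3 of 3 lines and a mean shift of −1.03 (SE 0.24; −0.82 in MOLM13, −1.51 in MV4-11 and −0.76 in OCI-AML3). The MNDA promoter (chromosome 1, 158830981 to 158831666) was higher, at 1.11 (SE 0.30; 0.39, 1.90 and 1.04), and a region in CD86 (chromosome 3, 122092393 to 122092958) was lower, at −1.07 (SE 0.30; −0.52, −1.66 and −1.04). At CD86 this held for both treated libraries in 2 of 3 lines: in MOLM13 the second treated library (0.74) lay above both controls (0.42 and 0.50), and the shift there rests on the first (−0.86). At the MNDA promoter in OCI-AML3 the second treated library (1.01) was level with the second control (0.99), and the shift rests mostly on the first treated library (2.42). Another region in MNDA, overlapping the 1 gained in MOLM13, was lower in OCI-AML3 (158833413 to 158833626, −1.20, SE 0.455, limma adjusted p = 0.824). The 1 region of the HOXB list, in HOXB3, was lower, at −0.65 (SE 0.29), with both treated libraries below both controls in 1 of 3 lines. The first 3 passed when adjusted over the list alone. The adjusted p was 0.00794 for MSI2 among 15 regions of stem and progenitor genes, and 0.0254 for MNDA and for CD86 among 21 regions of differentiation genes. HOXB3 had an unadjusted p of 0.0405, with no other region in its list to adjust over. None passed over all regions (adjusted p = 0.691 for the first 3 and 0.770 for HOXB3). The plot of 4 regions by line gives each library. Over the 4 fits, one per line and one for the 3 lines together, and 15 lists, 60 families were taken alone and 6 of them held a region that passed, 1 of these being the single HOXB region.

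**Figure D4:**
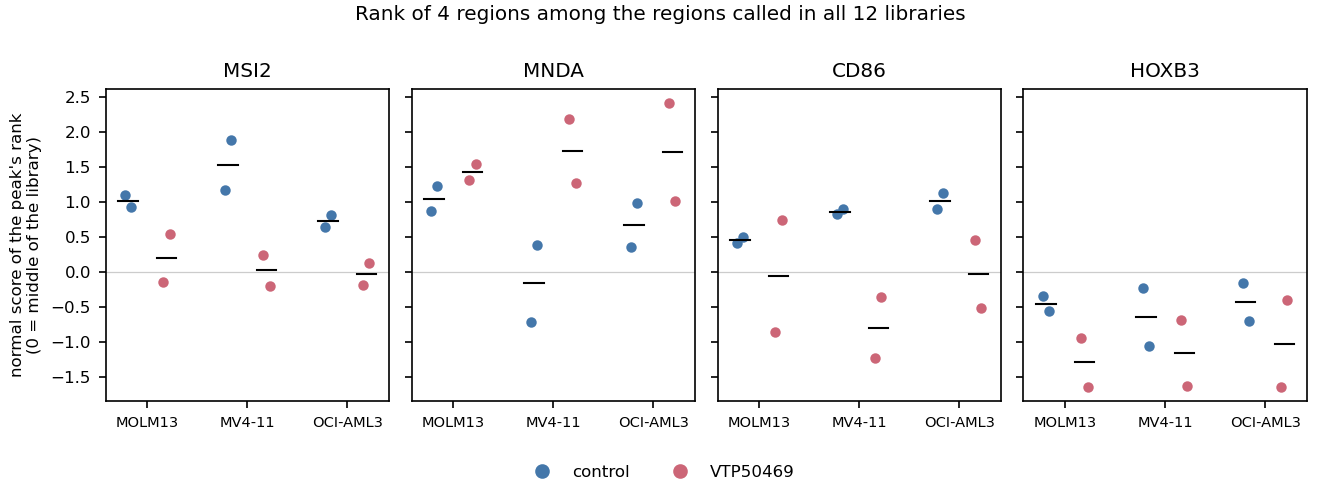
Normal score of the rank of the peak's fold within its library (y axis, 0 is the middle of the library) for regions in MSI2, at the MNDA promoter, in CD86 and in HOXB3, in control (blue) and treated (red) libraries of each line (x axis), with the mean of each group of 2 as a bar. Both treated libraries lie below both controls in 3 of 3 lines at MSI2, with shifts of −0.82, −1.51 and −0.76.

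Other regions with the smallest p were lower near FIGN (−1.13, SE 0.22, 3 of 3 lines), in PIK3R5, a regulatory subunit of phosphoinositide 3-kinase (−1.22, SE 0.26, 2 of 3 lines), in CDH23, a cadherin (−0.96, SE 0.22, 3 of 3 lines), and at LOC105377727, NICN1, NSL1, LINC00158, LOC105377700 and LINC00517. Higher regions included those in SLC9A9, an endosomal sodium-proton exchanger (1.05, SE 0.21, 2 of 3 lines), in BAZ2B, a bromodomain protein (1.07, SE 0.23), at the promoter of TYK2, a Janus kinase (0.94, SE 0.21), and at LINC01968, NIHCOLE, HS1BP3, MIR124-2HG and LOC124902109. With limma 0 of the 23338 regions passed, those named at an adjusted p of 0.691, and 773 were lower and 722 higher at an unadjusted p of 0.05. In simulated data the rank test recovered 50 of 50 regions shifted by 2 and 19 of 50 shifted by 1, with 11 false calls. On the recovered reads, for which no data were simulated, 0 passed as well, and the balance at an unadjusted p of 0.05 reversed, to 847 lower and 960 higher.

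As groups, the lists did not shift past the test either. Their regions had a peak in all 12 libraries, so lost and gained regions are not among them. The 61 regions of MLL targets had a median shift of 0.04 (27 lower, 34 higher, of which 0 and 4 at an unadjusted p of 0.05), the 21 of differentiation genes 0.01 (8 and 13) and the 15 of stem and progenitor genes −0.22 (9 and 6). The 11 regions of Wnt targets had a median of −0.34 (9 and 2), the 5 of HOXA genes −0.05 (3 and 2), the 4 of primary granule genes −0.25 (3 and 1) and the 27 of AP-1 genes 0.02 (12 and 15). Interferon genes had a median of 0.08 over 14 regions, TNF response genes −0.03 over 15, MYC targets 0.15 over 19, housekeeping genes 0.10 over 16, T cell markers 0.32 over 4, B cell markers 0.0043 over 10 and erythroid markers 0.07 over 3. The list test (camera of limma, two-sided, preset correlation 0.01) gave its smallest p to Wnt targets, lower, with an adjusted p = 0.252, and adjusted p = 0.504 with an estimated correlation, so none of the 15 lists passed either way. B cell markers were lower by that test although their median was just above 0. Among the regions of higher mean rank, the 4 regions of stem and progenitor genes passed as lower (adjusted p = 0.00618, and adjusted p = 0.165 with an estimated correlation).

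The fifth comparison asked whether the lines with rearranged MLL1 responded unlike OCI-AML3. By limma's test of the difference, 0 regions passed for MOLM13 against OCI-AML3 (smallest adjusted p 0.457, with 768 lower and 816 higher at an unadjusted p of 0.05). For MV4-11 against OCI-AML3 0 passed (0.320, with 742 and 624), and for MOLM13 against MV4-11 0 passed (0.717, with 487 and 630). On the recovered reads 0 passed in each as well, with 646 lower and 1115 higher at an unadjusted p of 0.05 for MOLM13 against OCI-AML3, and a reversed balance, 659 lower and 955 higher, for MV4-11 against OCI-AML3. Leaving out a single library made calls at 3 regions, named after their values were seen. Without the first MV4-11 control a region in LOC105374042 passed (MV4-11 against OCI-AML3, −5.13, adjusted p = 0.0468). Without the first treated OCI-AML3 library a region in GRAMD1B passed (MOLM13 against OCI-AML3, 5.37, adjusted p = 0.0116), and without that or the second one the LINC01409 promoter passed (MOLM13 against MV4-11, −4.26, adjusted p = 0.0363). Without the second one it also passed for MV4-11 against OCI-AML3 (5.24, adjusted p = 0.0114).

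Lost or gained regions seldom recurred between lines. Of list genes, MEIS1 and TCF7L2, a Wnt effector (chromosome 10, 113002431 to 113002816), lost an overlapping region in MOLM13 and OCI-AML3. ZEB2 (chromosome 2, 144524384 to 144524744) and MSI2 (chromosome 17, 57635149 to 57635440) did so in MV4-11 and OCI-AML3. EBF1, a B cell factor, gained one in MOLM13 and OCI-AML3. In all, 195 regions were lost and 188 gained in at least 2 lines, 0 were lost or gained in all 3, and 372 were lost in 1 line and gained in another. Independent lines would give 119.5 lost and 111.9 gained. Combinations of splits that mix control and treated libraries, counted in 1 direction each, gave a median of 132.5 (64 combinations). They ranged from 48 to 368, and the 195 lost and the 188 gained both lie within that range. Among peaks with a −log10 q of at least 5 the 383 regions lost or gained in at least 2 lines became 220. These were 117 lost and 103 gained, where independent lines would give 128 and 90.2, so the excess over independence did not hold there for lost regions. With equal numbers of peaks, 2 regions were lost in all 3 lines, near TIGD2 and RTL3, and 1 was gained, near MIR4435-2HG, and these were named after their values were seen.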

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

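The test of the treatment split against the other splits was planned, as were the settings with equal numbers of peaks, but the use of those settings to test an explanation, the ratios of lost to gained regions, the splits for the MLL target list and the comparisons of single loci between lines were chosen after the results were seen.

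Treatment parted more regions than other splits of the same libraries did, by 0.41 on the log2 scale over the 3 lines, and 1 of the 27 splits, the real one, reached that value, the highest other being 0.30, so chance can be excluded at that share with all called peaks. It cannot with peaks of a −log10 q of at least 5, where 2 of 27 splits reached the real value of 0.55 (highest other 0.58). There the treatment split of MOLM13, at 4188 regions, was below the split by replicate number, at 4274. Unequal numbers of called peaks are argued against as the whole cause, since with equal numbers the excess was 0.42 against 0.31 for the highest other split. An effect of VTP50469 on where chromatin was called open remains a hypothesis that these libraries are consistent with. A difference in handling between control and treated cultures stays open and untested, because the labels name no batch, and so does the sequencing depth beyond peak number.

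Lost and gained regions were unequal in number, with more gained in MOLM13 and more lost in MV4-11 and OCI-AML3, by ratios of 2.48, 1.43 and 1.95, but other splits of the same libraries reached 2.66, 2.61 and 2.88, so with all called peaks none of these ratios stood out. The number of peaks called per library may account for the imbalance in MOLM13 and OCI-AML3. With equal numbers of peaks the ratios there were 1.46 and 1.45, no higher than the 1.72 and 1.59 that other splits reached. In MV4-11 the ratio was 1.39 against at most 1.36, above the other splits but by less than the 1.5 times set as the bound. So the number of peaks and a biological imbalance cannot be told apart. With peaks of a −log10 q of at least 5 the treatment split (4912 lost, 2129 gained) was again more uneven than the others (1772 against 3581, and 2896 against 2139). That setting cannot separate them either, since it leaves peak numbers unequal. In MV4-11 67.7% and 65.8% of control peaks reached it, against 63.8% and 56.5% of treated peaks. No other biological explanation was tested.

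Regions in MLL target loci were more frequent among lost regions than in the background, with an odds ratio of 1.46. Chance cannot be excluded, since 5 of the 27 splits gave an odds ratio as large in either direction, the highest other being 1.76. The number of peaks called per library may account for most of it, since with equal numbers of peaks the odds ratio was 1.18. A loss of open chromatin at menin-dependent genes stays open as an explanation that these data do not establish.

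Other values stood out because all libraries of 1 line moved one way and all libraries of another the opposite way, which 2 against 2 libraries do by chance in 1 of 3 cases per line. The tests of a difference given here come from limma over the 12 libraries, on the promoter region merged over the 3 lines, so they are not the differences of the shifts printed, which come from each line's own regions and fit. The share of called peaks in loci of erythroid markers differed, treated minus control, by −0.234 per 10000 in MV4-11 and by 0.172 in OCI-AML3, a contrast between lines that was not tested. The FLT3 promoter shifted by 0.52 in MOLM13 and by −0.52 in OCI-AML3 (difference 1.13, SE 0.59, adjusted p = 0.768). The CDK6 promoter shifted by 1.04 in MOLM13 and by −0.68 in MV4-11, and this difference was not tested. The JMJD1C promoter shifted by −1.54 in MOLM13, 1.18 in MV4-11 and 0.43 in OCI-AML3 (difference between MOLM13 and MV4-11 −1.60, SE 0.60, adjusted p = 0.994, and between MOLM13 and OCI-AML3 −0.79, SE 0.60, adjusted p = 0.864). The IGF2BP2 promoter shifted by −0.99 in MOLM13 and by 0.29 in MV4-11 (difference −1.24, SE 0.63, adjusted p = 0.999).

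At 4 loci of the lists a region was lost in 1 line and gained in another, and none of these differences was tested. At TCF4 (chromosome 18, 55234008 to 55234164) it was lost in MV4-11 and gained in OCI-AML3, with a lowest −log10 q of 2.68 among its 4 peaks. At SATB1 (chromosome 3, 18401552 to 18401895) it was lost in MV4-11 and gained in MOLM13, lowest −log10 q 1.99. At the HOXA2 promoter (chromosome 7, 27101901 to 27102210) it was lost in OCI-AML3 and gained in MV4-11, lowest 2.48. At the S100A9 promoter (chromosome 1, 153357630 to 153357903) it was lost in OCI-AML3 and gained in MOLM13, lowest 1.96.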

How the results depend on the processing

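The alternatives were planned except limma on the recovered summit reads, which was chosen after the data were seen. Of the values that answer a comparison, 114 stayed the same, 36 counts moved by over 1.5 times or away from 0, and 4 tests were weaker. A count stayed the same when it was equal or within 1.5 times, and many of these were counts past the threshold that stayed at 0. Direction and side of the threshold were compared only for the excess of the treatment split and the MLL target list. Of 11 values of the MLL target list 9 kept their direction without passing and 2 reversed. Among those 9, the share of called peaks was −1.44 per 10000 with equal numbers of peaks and −0.188 with start sites and 5 kb on either side, and the log2 odds ratio was 0.25 with a −log10 q of at least 5 and 0.24 with equal numbers, and the cause was not tested. The numbers of list and direction pairs past the threshold stayed at 0 under each locus, overlap, threshold and equal-number setting run, and regions past the threshold over the 3 lines stayed at 0 under each setting run.

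With only peaks of a −log10 q of at least 5, MOLM13 had 953 lost and 3235 gained regions, MV4-11 4912 lost and 2129 gained, and OCI-AML3 2311 lost and 1062 gained. Regions lost or gained in more than 1 line came to 220, the excess of the treatment split was 0.55 (exact p = 0.0741, highest other split 0.58), and the share of MLL targets reversed to 0.0946 per 10000. Fewer peaks shrink the counts, and the cause of the other changes was not tested. The excess was 0.26 without MOLM13, 0.26 without MV4-11 and 0.30 without OCI-AML3, each the highest of 9 splits, with an exact p of 0.111 that is the smallest they allow. With start sites and 5 kb on either side, the log2 odds ratio of MLL targets in lost regions reversed to −0.12, and the cause was not tested. Limma on recovered reads called 2 regions in MOLM13, higher in PLBD1-AS1 (1.74, adjusted p = 0.0172) and near PPDPFL (1.48, 0.0373), and 4 in MV4-11, higher in ZFP36L2 (1.2, 0.00779) and SNTG1 (1.5, 0.0389) and lower near LINC01707 (−1.81, 0.00392) and LOC105372651 (−1.35, 0.0272). These calls were named after their values were seen, and the cause was not tested. Among regions of higher mean rank 1 gene list passed, stem and progenitor genes with 4 regions (adjusted p = 0.00618, and adjusted p = 0.165 with an estimated correlation), and the cause was not tested. Covering a region to 50% gave 1 region lost in all 3 lines, at the VWA3B promoter, named after its values were seen.

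Leaving out a library loosens the definition of lost and gained, which raises the counts by construction. Lost and gained regions were 24269 and 8807 without MOLM13 control 1, 17556 and 12070 without control 2, 4102 and 34166 without treated 1, and 5875 and 31200 without treated 2. In MV4-11 they were 27921 and 7728, 23879 and 9311, 9662 and 38783, and 14030 and 18953, and in OCI-AML3 41130 and 3505, 23148 and 5653, 8111 and 20466, and 6941 and 26414, in the same order. Regions past the threshold in line differences ranged from 0 to 2, with 1 without MV4-11 control 1 and 2 without OCI-AML3 treated 1 or 2, where a smaller pool of libraries set the spread. Rank shifts within lines and over the 3 lines stayed at 0 without any 1 library.

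In the strength of regions called in all 4 libraries, replicate numbers carried little pairing. There the deviations from the group mean of control and treated libraries of the same number correlated at 0.036, 0.020 and 0.0079 in MOLM13, MV4-11 and OCI-AML3. By presence of peaks, the split by replicate number parted 6961 regions in MOLM13 and 8750 in MV4-11, above the 6020 and 7786 of the remaining split. In OCI-AML3 it parted fewer, 5316 against 5698, so a pairing in peak presence stays open. With the number as a block, 0 regions and 0 lists passed in any fit, and the share of MLL targets, −2.46, had an exact p of 0.0625 (adjusted p = 0.703). The motif comparison and its alternatives were not run. Depth limited the peaks to sites with at least 4 or 5 reads over the summit.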

Other observations

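The comparison of directions between MOLM13 and MV4-11, the comparison of MSI2 with other genes, and the splits for the counts past the threshold below were chosen after the results were seen.

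Among lists with more than 1 region, the loci with a shift over the 3 lines that passed when adjusted over their list alone lay in MSI2 and CD86 and at the MNDA promoter. MSI2, which sustains leukaemia stem cells, was lower at 57422602 to 57423097 on chromosome 17 in the treated libraries of each line, and 3 further places of the gene were lost, 2 in MOLM13 and 1 in both MV4-11 and OCI-AML3, which counted by line makes 4 lost regions and none gained. Among 877 protein-coding genes with at least 4 lost or gained regions counted in the same way, 48 held lost regions alone (5.47%) and 35 held gained regions alone. The MSI2 locus may lose open chromatin with VTP50469 more than most loci do, but a share of 5.47% leaves this undecided, and the locus was picked because it showed the pattern.

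The lines with a rearranged MLL1 may respond alike at the same regions. Of regions lost or gained in both MOLM13 and MV4-11, 176 went the same way (79 lost and 97 gained) and 160 went opposite ways (28 lost in MOLM13 and gained in MV4-11, and 132 the reverse), an odds ratio of 2.07 (Fisher's exact test, two-sided, p = 0.0052). The real split had the highest odds ratio of 18 splits of both lines, the highest other being 1.66, and 18 splits are too few for a share under 0.05. The odds ratio was 1.02 for MOLM13 with OCI-AML3, reached by 9 of 18 splits, and 1.27 for MV4-11 with OCI-AML3, reached by 6 of 18. The rank shifts of MOLM13 and MV4-11 correlated at 0.029 across regions, which are not independent, and 3 of the 18 splits of both lines gave a correlation as large (highest other 0.053).

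More regions than in other splits had a small p. Over the 3 lines 1495 regions had an unadjusted p under 0.05, reached by 1 of 100 splits, the real one, with 1442 as the highest other, so chance can be excluded at that share. For the counts past the threshold the splits say nothing about chance, since a real count of 0 is reached by any split. So 100 of 100 splits gave as many regions over the 3 lines (highest other 0), 100 of 100 as many regions in line differences (highest other 0), and 100 of 100 as many gene lists (highest other 1).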
